A study of Mus musculus with 6 samples. Its data were reported in "Role of SCAP in regulation of pancreatic homeostasis, pancreatitis, and tumorigenesis" (2026).

How the data were processed

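Nuclei from mouse pancreas were profiled by single-nuclei RNA-seq with 10x Genomics 3′ chemistry in 6 libraries, 2 per group. KPC mice carry activated Kras and lose Trp53 in the pancreas through Pdx1-Cre, and KPCS mice lose Scap as well, the gene of the escort protein that brings the SREBP transcription factors to the Golgi for activation. The groups were KPCS at 4 weeks (1 male, 1 female), KPC at 7 weeks (2 males) and KPC at 4 weeks (1 female, 1 male), as the sample labels give them. The label order gave the replicate numbers. The authors aligned the reads with Cell Ranger 8.0.1, and the deposited matrices hold raw UMI counts per barcode for 33696 genes. The removal of free RNA and the correction between sequencing days that the study applied later are not part of these counts. The samples were sequenced on different days, which library on which day is not stated, and batch and group therefore cannot be told apart.

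Barcodes were kept as nuclei by the study's filter of more than 100 genes, under 10000 UMIs and under 30% mitochondrial counts. Nuclei called as doublets by Scrublet (in scanpy) were kept, and their removal was tried as an alternative. In KPCS replicate 2 the automatic threshold called under 0.5% of nuclei, and the highest scores up to the expected share were called instead. The 5 libraries with at least 50 nuclei were clustered one by one in scanpy 1.11.5 under Python 3.11 (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0), with 2000 highly variable genes, 30 principal components, 15 neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 1 with seed 1. No integration across libraries was therefore needed. A cluster was named after the cell type with the highest score over 19 fixed marker lists. At least 3 markers had to lie 1.5-fold above the lower quartile of the library's clusters. A cluster stayed unnamed where an unrelated type with at least 3 markers at 2-fold reached 0.5 of the best score, or where its 10 leading genes held more markers of another type than of its own, or where its UMI counts were far below those of the library and no own marker was among its leading genes. A named cluster can therefore hold a marker of another type among its leading genes. The thresholds of this naming were set after the data were seen, so the share of nuclei they kept out of each class is given with the shares. Names such as epithelial-like mean marker RNA and no more.

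Shares of nuclei are per library, with exact Clopper-Pearson 95% intervals for counting error, and groups were compared by two-sided exact permutation tests. With 2 libraries against 2 the smallest p such a test can give is 0.333, so no share could pass 0.05. Where a class had no nuclei, 3 counts of the total served as the limit. Intervals and limits cover counting error only.

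For gene tests, UMI counts were summed per library over the nuclei of a class with at least 20 nuclei, or over all nuclei. The sums were scaled by TMM, filtered by filterByExpr and tested by the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), two-sided. The groups shared 1 estimate of the spread, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. An arm with 1 library was assumed to vary like the other groups. Group levels are mean ± SD of CPM, the UMI counts of a gene divided by the scaled library total and given on the usual CPM scale. Log2 fold changes are given ± SE. This SE is the size of the change divided by the square root of its F statistic. It is approximate, above all where a group is at or near 0 counts. The levels of Scap and the sex-linked genes per library, of markers and gastric-type genes across classes, of enterocyte genes per cluster and of acinar markers in failed barcodes are plain CPM without TMM scaling, those in failed barcodes over non-mitochondrial counts. Unless an n is given, n = 2 libraries per group, and n = 1 for the class values of KPC at 4 weeks and for the fibroblast-, macrophage- and endothelial-like values of KPC at 7 weeks. Fixed gene lists with at least 5 tested members were tested by camera with the preset correlation of 0.01 and again with an estimated correlation, and by fry. For each list, members past the threshold were counted over all genes tested and adjusted over the list alone. A ratio against a group with 1 to 3 UMIs is given with its 95% counting interval, and a group at 0 was set at 3 counts over the group. The rule for named genes took Scap, Srebf1, Srebf2, Acaca, Fasn, Scd1, Elovl6, Hmgcr, Hmgcs1, Ldlr and Insig1 in every comparison. It added up to 2 members per fixed list with the smallest adjusted p past 0.05. It also added, per direction, the 5 largest changes past 0.05 with no overlap between the groups and a mean of at least 20 CPM, leaving out sex-linked, ribosomal, mitochondrially encoded and predicted genes. Comparisons, tests, gene lists, marker lists and this rule were chosen before the data were examined.

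Depth differed widely. The nuclei held 60898291 and 172322712 UMIs in the KPCS libraries, 137206 and 121754236 in KPC at 7 weeks, and 5222 and 6105217 in KPC at 4 weeks. KPC at 4 weeks replicate 1 had 6 nuclei and entered the tests over all nuclei alone.

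The alternatives tried were RLE scaling, DESeq2 1.42.0, no filter on low counts, more than 500 genes per nucleus and removal of doublets. Others were removal of ribosomal and mitochondrial genes, a fit of the 2 compared groups alone, sex as a covariate and each library left out. Summed counts were also thinned to the smallest library total, which leaves UMIs per nucleus unmatched. Clusters of all libraries pooled, at least 50 nuclei per class and library, resolution 2 and named nuclei as the denominator were tried too. Leaving out the libraries with under 1000 nuclei, and adding the clusters that leading genes of another type had kept unnamed, were added after the data were seen. The test procedure was checked on simulated counts with the same library sizes and 200 genes changed by known folds. With a fitted trend of the spread, 38% of the genes changed 16-fold were recovered in the epithelial-like comparison (19662 genes), against 50% in the fibroblast-like, 44% in the macrophage-like, 64% in the endothelial-like and 28% in the comparison of all nuclei with KPC at 7 weeks. In the simulated comparisons of all nuclei with KPC at 4 weeks, 4% were recovered for KPCS and 0% for KPC at 7 weeks, and 0% in the acinar-like comparison. With a spread that varied from gene to gene, more of the calls were of unchanged genes: 30 of 52 in the epithelial-like comparison, 4 of 13 for all nuclei of KPCS and KPC at 7 weeks, 2 of 6 for KPCS and KPC at 4 weeks and 4 of 5 for age within KPC. Figures were drawn with matplotlib 3.10.9.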

Results

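Scap RNA was found in both KPCS libraries, at 54.9 CPM over all nuclei in replicate 1 and 66.2 CPM in replicate 2. KPC at 7 weeks gave 94.7 CPM (13 UMIs) in replicate 1 and 43.2 CPM in replicate 2, and KPC at 4 weeks gave 0 of 5222 UMIs in replicate 1 and 21.1 CPM in replicate 2. These levels are plain CPM without TMM scaling over all cell types, including those without Pdx1-Cre, so they are no measure of the deletion. With the same 3′ kit on whole cells, the paper reports that Scap was very low or absent in acinar and exocrine cells lacking the gene. Whether counts of nuclei can show the deletion was not tested. Xist, the RNA of the inactive X chromosome, stood at 2337 plain CPM in the KPCS female and 3638 CPM (19 UMIs) in the KPC 4 weeks female, against at most 36.4 CPM (5 UMIs) in the 4 males. Uty, a Y-linked gene, stood between 65.6 and 455 plain CPM in the males and at 0.0754 and 0 CPM in the females. KPCS replicates 1 and 2 held 29518 and 51972 nuclei with medians of 1626 and 2823 UMIs. KPC at 7 weeks held 168 and 55036 nuclei with medians of 712.5 and 1831 UMIs, and KPC at 4 weeks 6 and 23212 nuclei with medians of 714.5 and 229 UMIs. Mitochondrial counts made up 87.3% of all counts in KPC 4 weeks replicate 1 and 74.2% in KPC 7 weeks replicate 1, against 0.645% to 15.96% in the other 4 libraries. Scrublet called 10.2% and 41.8% of KPCS nuclei as doublets, 13.1% and 8.19% in KPC at 7 weeks and 6.85% in KPC 4 weeks replicate 2, and these nuclei were kept. The 41.8% were set by the share expected at that number of nuclei.

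Which cell types made up the tissue was compared first. Acinar-like nuclei, marked by digestive enzyme genes, were 2.87% (95% interval 2.68% to 3.07%) and 1.51% of the KPCS libraries, 46.4% (78 of 168 nuclei, 38.7% to 54.3%) and 2.70% (2.56% to 2.84%) of KPC at 7 weeks, and 23.9% (23.4% to 24.5%) of KPC 4 weeks replicate 2. Epithelial-like nuclei, marked by keratins and ductal genes, were 24.1% ± 5.10 (SD, n = 2) in KPCS, 31.9% ± 17.3 (n = 2) in KPC at 7 weeks and 13.8% (n = 1) in KPC at 4 weeks. Fibroblast-like nuclei were 16.1% ± 2.63 in KPCS, 4.66% ± 6.60 in KPC at 7 weeks (0 and 9.33%) and 9.59% in KPC at 4 weeks. Macrophage-like nuclei were 16.2% ± 13.3, 10.1% ± 14.2 and 12.6% in the same order, and endothelial-like nuclei 8.64% ± 0.844, 4.55% ± 6.44 and 1.42%. Between KPCS and KPC at 7 weeks the differences in points were -22.4 for acinar-like (two-sided exact permutation p = 0.667), -7.77 for epithelial-like (p = 1), 11.4 for fibroblast-like (p = 0.333), 6.12 for macrophage-like (p = 0.667) and 4.09 for endothelial-like nuclei (p = 0.667). None of these tests can give a p under 0.333. Against KPC at 4 weeks, where 1 library counts and 3 arrangements exist, KPCS differed by -21.7 points in acinar-like nuclei (exact p = 0.333), 10.3 in epithelial-like nuclei (p = 0.667) and 6.50 in fibroblast-like nuclei (p = 0.333). Within KPC, the 7 weeks libraries differed from the 4 weeks library by 0.649 points in acinar-like nuclei (exact p = 1) and 18.1 in epithelial-like nuclei (p = 0.667). Clusters pooled over all libraries named 21261 of the 23212 nuclei of KPC 4 weeks replicate 2 as acinar-like. The share of 23.9% and those of its other classes therefore depend on the clustering, which the intervals do not cover. KPC 7 weeks replicate 1 decides several of these values. It has no named fibroblast-, macrophage- or endothelial-like cluster, and 33.9% of its nuclei lie in unnamed clusters, so these shares of 0 set no upper limit. Without it, the acinar-like difference between KPC at 7 and 4 weeks was -21.2 points, and KPCS differed from KPC at 7 weeks by -0.508 points in acinar-like, 6.76 in fibroblast-like, -19.99 in epithelial-like, -3.93 in macrophage-like and -0.463 in endothelial-like nuclei.

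Marker RNA found in the nuclei of other classes differed between these libraries, as did depth. Free RNA and the doublets kept can both leave such RNA, and their parts were not measured. Acinar markers reached 55.3% of their acinar-like level in the epithelial-like nuclei of KPC 4 weeks replicate 2 and 47.9% in those of KPC 7 weeks replicate 1, against 2.33% to 6.27% in other classes of the KPCS libraries. Epithelial markers reached 70.0% of their epithelial-like level in the fibroblast-like and 74.95% in the macrophage-like nuclei of KPC 7 weeks replicate 2, against 35.5% to 49.8% in the KPCS libraries. The naming thresholds left clusters unnamed whose best score was epithelial in 6.09% of KPCS nuclei, 0% of KPC at 7 weeks and 7.68% of KPC at 4 weeks. The shares kept out were 4.53%, 0% and 0% for macrophage, 1.61%, 2.95% and 0% for fibroblast, 0.252%, 2.05% and 2.03% for endothelial, 3.72%, 0.340% and 0% for T cell, 3.09%, 13.4% and 0% for B cell, and 1.12%, 0% and 0% for smooth muscle or pericyte, in the same order. No acinar-like cluster was kept out. Unnamed clusters made up 17.4% and 23.5% of the KPCS libraries, 33.9% and 10.7% of KPC at 7 weeks and 16.2% of KPC 4 weeks replicate 2.

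**Figure D1:**
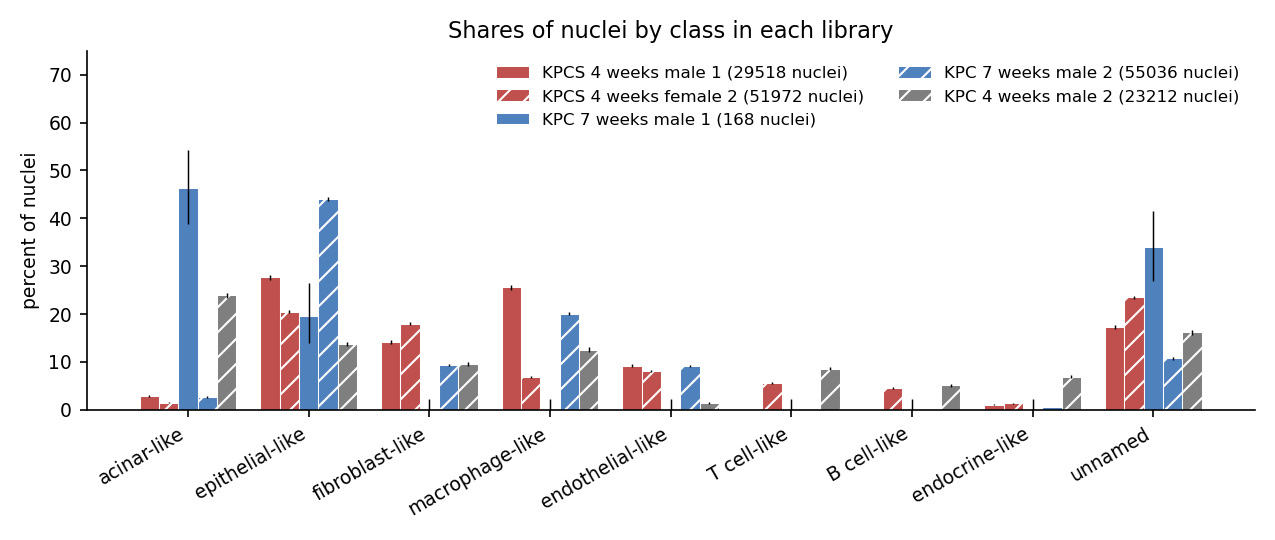
Bars show the percent of nuclei (y axis) in each named class and in unnamed clusters for the 5 clustered libraries, coloured by group and hatched for replicate 2, with exact binomial 95% intervals as error bars. Acinar-like nuclei are 46.4% of KPC 7 weeks replicate 1 and 2.70% of replicate 2.

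Immune nuclei were compared among themselves, the study having asked how loss of Scap alters immune cells. Macrophage-like nuclei made up 97.3% of the 7763 immune nuclei of KPCS replicate 1 and 32.9% of the 10699 of replicate 2. They were 97.6% of the 11340 in KPC 7 weeks replicate 2 and 47.8% of the 6113 in KPC 4 weeks replicate 2. Dendritic-like nuclei, which present antigen to T cells, were 2.74% and 18.0% in KPCS, 2.41% in KPC at 7 weeks and 0% in KPC at 4 weeks. In named clusters, T-cell-like nuclei were 0% and 27.2% in KPCS, 0% in KPC at 7 weeks and 32.7% in KPC at 4 weeks, and B-cell-like nuclei 0%, 21.9%, 0% and 19.5%. The macrophage-like difference between KPCS and KPC at 7 weeks was -32.5 points (exact permutation p = 0.667) and that in dendritic-like nuclei 7.97 points (exact p = 0.667). KPCS differed from KPC at 4 weeks by 17.3 points in macrophage-like nuclei (exact p = 1). The SD between the KPCS replicates, 45.5 points for macrophage-like and 10.8 for dendritic-like nuclei, exceeded each of these differences. With 1 library in each KPC arm these p-values can reach no lower than 0.333. Clusters with an immune best score that stayed unnamed are not counted here. In KPCS replicate 2 they held 4706 nuclei scoring as macrophage, 3215 as B cell and 2597 as T cell, and in KPCS replicate 1 they held 721 as T cell. In KPC at 7 weeks they held 45 as B cell in replicate 1 and 374 as T cell in replicate 2. A share of 0% does not mean that the cell type was absent. With pooled clusters 21261 of the 23212 nuclei of KPC 4 weeks replicate 2 were acinar-like, so the immune shares of that library depend on the clustering.

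In epithelial-like nuclei, KPCS at 4 weeks was compared with KPC at 7 weeks, the groups the study compared. The study chose both ages for their tumor burden. Loss of Scap and age cannot be told apart here. Sex differs too, with 2 males in KPC at 7 weeks and 1 male and 1 female in KPCS. These nuclei are not all shown to be tumor cells: 17.7% of those of KPCS replicate 2 lie in a cluster rich in enterocyte genes. Gastric-type genes were lower in KPCS. Gkn2, a gastric mucosal protein, fell by 9.22 ± 1.34 on the log2 scale (adjusted p = 2.4e-08, 2.48 ± 3.098 against 1418 ± 2006 CPM), Muc5ac, a gastric surface mucin, by 5.90 ± 0.92 (adjusted p = 5.5e-07), and Tff2, a gastric trefoil factor, by 5.32 ± 1.37 (adjusted p = 0.0204). Of the 14 gastric-type genes 9 fell over all genes and 10 adjusted over the list alone, with a camera adjusted p of 1.9e-06 and an adjusted p of 0.801 with an estimated correlation. Their high level in KPC was that of replicate 2 (Gkn2 2836 CPM, Muc5ac 160 CPM), as replicate 1 held 0 UMIs of both in 33 nuclei. The same genes were also high in other cell classes of replicate 2, as given with those classes. Acinar enzyme genes were lower too. Cel, a lipase for cholesterol esters, fell by 5.45 ± 1.10 (adjusted p = 4.2e-04, 2.93 ± 1.12 against 167 ± 225 CPM), Pnliprp2, a pancreatic lipase, by 5.69 ± 0.97 (adjusted p = 9.1e-06), and Prss2, a trypsinogen, by 3.95 ± 0.90 (adjusted p = 0.00386). Of 20 acinar genes 4 fell over all genes and 13 adjusted over the list alone, with a camera adjusted p of 3.7e-11 and an adjusted p of 0.604 with an estimated correlation. Here replicate 1 of KPC at 7 weeks stood highest, with 14 Cel UMIs (326 CPM) against 8.43 CPM in replicate 2, and it is the library whose epithelial-like nuclei held 47.9% of the acinar-like marker level. Ribosomal protein genes and nuclear genes of oxidative phosphorylation followed, with 5 of 77 and 6 of 95 lower over all genes and 70 and 18 adjusted over the list alone. Their camera adjusted p were 2.1e-27 and 2.6e-15, and 0.801 and 0.834 were the adjusted p with an estimated correlation. Examples are Rpl29 (-3.06 ± 0.81, adjusted p = 0.0276) and Ndufa1 (-3.75 ± 0.90, adjusted p = 0.00933), both at 0 UMIs in KPC 7 weeks replicate 1. Ribosomal protein counts were 3.29% of UMIs in the nuclei of KPC 7 weeks replicate 2 and 0.367% to 0.844% in the other 5 libraries.

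Genes higher in the epithelial-like nuclei of KPCS included brush-border genes of the intestine. Mgam, a starch-digesting enzyme, rose by 6.89 ± 1.20 on the log2 scale (adjusted p = 2.1e-05) and Slc5a1, the glucose transporter of enterocytes, by 5.78 ± 1.15 (adjusted p = 3.7e-04). Sis, sucrase-isomaltase, was 2545-fold higher (95% counting interval 871 to 12343, 3 UMIs in KPC at 7 weeks), and Clec2h, a C-type lectin gene, at least 2359-fold higher, against 3 counts over the group. The level lay in KPCS replicate 2, at 293 CPM for Mgam and 248 CPM for Sis, against 2.44 and 0.212 CPM in replicate 1. Clec2h stood at 230 CPM in replicate 2 and 0.0531 CPM (1 UMI) in replicate 1. The Sis and Clec2h ratios, taken from summed counts, therefore rest on replicate 2. The Sis interval does not cover the gap between the libraries. Some genes of immune cells passed too, each far higher in 1 KPCS library than in the other. Chil3, a chitinase-like protein of myeloid cells, rose by 5.45 ± 1.10 (adjusted p = 4.6e-04), with 214 CPM in KPCS replicate 1 and 6.97 in replicate 2, and Mrc1, the macrophage mannose receptor, by 3.37 ± 0.95 (adjusted p = 0.0425, 277 ± 241 against 25.5 ± 3.09 CPM, with 447 CPM in KPCS replicate 1). The Mrc1 level of KPC 7 weeks replicate 1, 23.3 CPM, was 1 UMI. Of 14 macrophage genes 1 rose over all genes and 4 adjusted over the list alone (camera adjusted p = 0.0203, adjusted p = 0.834 with an estimated correlation). In the epithelial-like nuclei of KPCS replicate 1, macrophage markers stood at 26.5% of their macrophage-like level, against 11.2% in KPCS replicate 2 and 12.4% in KPC 7 weeks replicate 2. Bank1 and Pax5, genes of B cells, rose by 4.52 ± 1.14 (adjusted p = 0.0160) and 4.92 ± 1.33 (adjusted p = 0.0307). Bank1 stood at 161 CPM in KPCS replicate 2 and 7.17 in replicate 1, which is below the 23.3 CPM (1 UMI) of KPC 7 weeks replicate 1. Pax5 stood at 26.4 CPM in KPCS replicate 2 and 0.159 in replicate 1, which is below the 0.437 CPM (19 UMIs) of KPC 7 weeks replicate 2. With sex as a covariate its change turned to -1.41. Of 10 B cell genes 2 rose over all genes and 3 adjusted over the list alone, and the list had a camera adjusted p of 0.793. Camera called 10 of 32 lists in this comparison, 9 of them as lower. Those not yet given were immediate early and heat shock genes (12 members, camera adjusted p = 3.4e-07, 1 lower adjusted over the list alone), interferon response genes (20 members, adjusted p = 1.1e-04, 0 adjusted over the list alone) and mitochondrially encoded genes (13 members, adjusted p = 3.5e-06, 0 adjusted over the list alone). Their medians were -1.47, -1.06 and -1.25. ER stress genes (12 members, adjusted p = 0.00562, median -0.68) had 1 member lower adjusted over the list alone, and endocrine genes (10 members, adjusted p = 0.0289) had 2, with a median of 0.09 against the direction of the call. With an estimated correlation the adjusted p were 0.604 for the first of these 5 lists and 0.801 for the others.

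The SCAP and SREBP genes and their targets did not pass the test in epithelial-like nuclei. Scap stood at 63.2 ± 8.34 CPM in KPCS and 74.3 ± 26.8 CPM in KPC at 7 weeks (adjusted p = 0.989). By library it was 57.3 and 69.1 CPM in KPCS, against 93.2 CPM (4 UMIs) and 55.3 CPM in KPC at 7 weeks. No fall of Scap was therefore seen in KPCS against KPC 7 weeks replicate 2. Acaca, the first enzyme of fatty acid synthesis, stood at 217 ± 11.99 against 59.2 ± 50.8 CPM (log2 1.58 ± 0.83, adjusted p = 0.509), and Fasn, fatty acid synthase, at 15.4 ± 0.211 against 45.2 ± 34.9 CPM. Elovl6, a fatty acid elongase, stood at 85.5 ± 67.9 against 30.2 ± 42.7 CPM. Srebf2, the main activator of sterol genes, stood at 104 ± 18.7 against 68.7 ± 97.2 CPM, Hmgcr, the rate-limiting enzyme of cholesterol synthesis, at 67.3 ± 23.1 against 66.0 ± 60.4 CPM, and Ldlr, the LDL receptor, at 80.0 ± 16.1 against 57.9 ± 15.96 CPM. Srebf1 stood at 37.9 ± 13.9 against 18.3 ± 25.9 CPM. KPC 7 weeks replicate 1 holds at most 4 UMIs of any of these genes, so the KPC means mislead. In KPC 7 weeks replicate 2, Srebf2 stood at 137 CPM, above the 91.2 and 118 CPM of the KPCS libraries. Hmgcr stood there at 109 CPM against 50.9 and 83.6, and Fasn at 20.6 against 15.2 and 15.5. Acaca, at 95.1 CPM in that library, lay below both KPCS libraries (209 and 226). Srebf1, Elovl6 and Ldlr lay between them. None of 7 SCAP-SREBP genes, 22 sterol genes and 17 fatty acid synthesis genes passed, over all genes or adjusted over the list alone, and camera gave adjusted p of 0.841, 0.843 and 0.279. In edgeR, 213 of 20524 genes passed in this comparison (78 higher and 135 lower in KPCS), and in DESeq2 9. No gene passed in edgeR without KPCS replicate 1 (239 at an unadjusted p under 0.05), KPCS replicate 2 (385), KPC 7 weeks replicate 1 (2836) or KPC 7 weeks replicate 2 (1310), with the lone sample of the arm assumed to vary like the other groups, and 0 passed with sex as a covariate (510). In simulated counts whose spread varied from gene to gene, 30 of 52 genes called were unchanged ones.

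**Figure D2:**
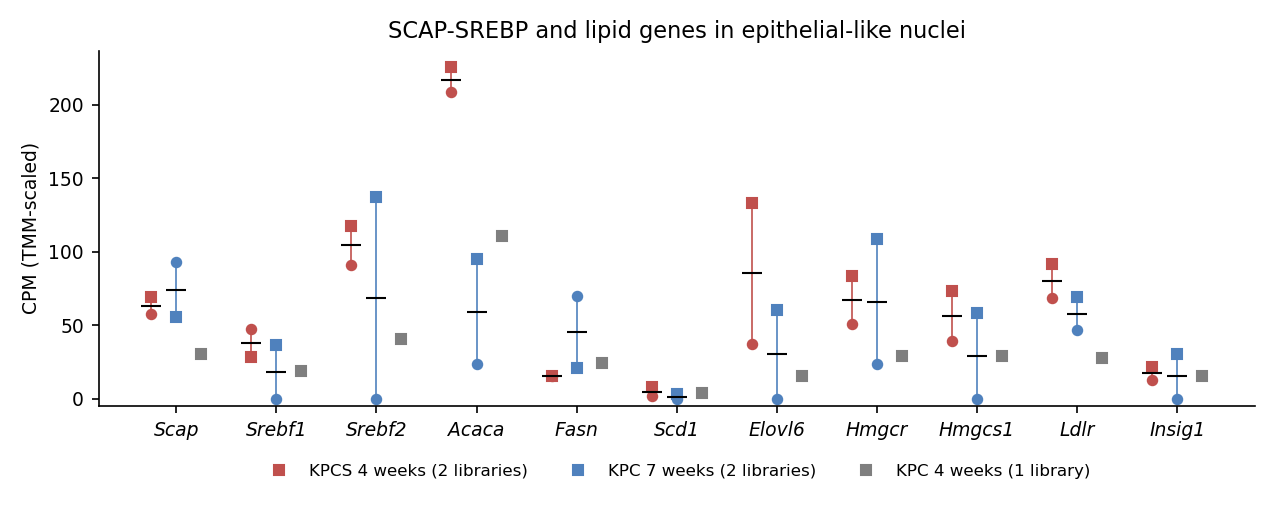
Points show TMM-scaled CPM (y axis) of the SCAP and SREBP genes and lipid genes in the epithelial-like nuclei of each library, as circles for replicate 1 and squares for replicate 2, with black bars at group means and lines joining the replicates. Acaca is at 217 CPM on average in KPCS and at 59.2 CPM in KPC at 7 weeks, a difference that did not pass the test.

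**Figure D3:**
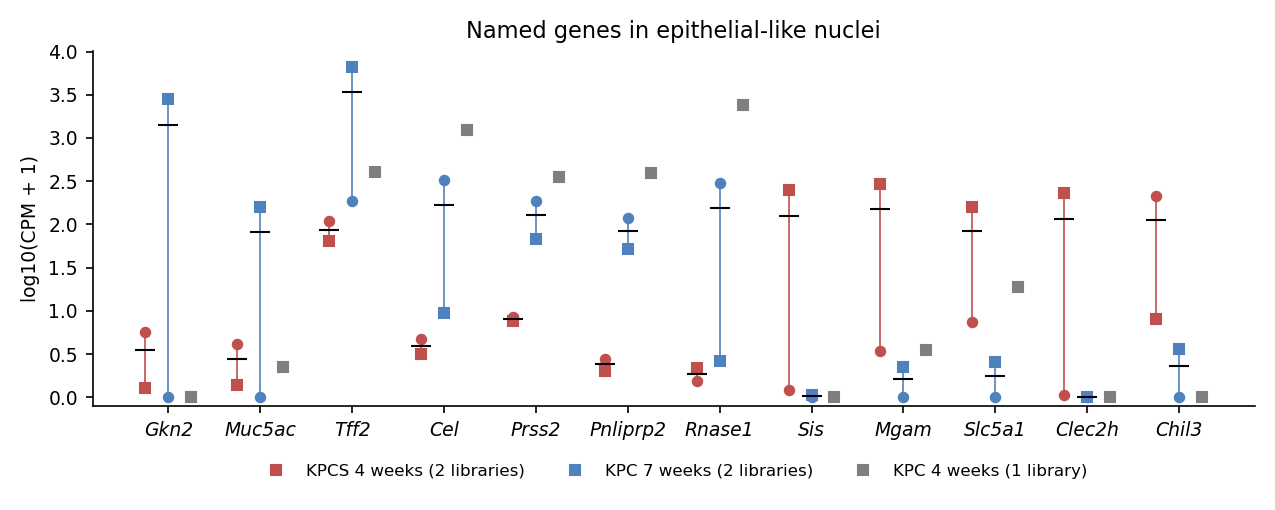
Points show log10 of CPM plus 1 (y axis) for named genes in the epithelial-like nuclei of each library, as circles for replicate 1 and squares for replicate 2, with black bars at group means and lines joining the replicates. Gkn2 is at 2836 CPM in KPC 7 weeks replicate 2 and at 0 in replicate 1, and Mgam at 293 CPM in KPCS replicate 2 and at 2.44 CPM in replicate 1.

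In fibroblast-like nuclei, where KPC at 7 weeks is replicate 2 alone, Acaca stood at 205 ± 21.5 CPM in KPCS and 93.8 CPM in KPC (log2 1.13 ± 0.33, adjusted p = 0.361). Scap stood at 58.1 ± 1.30 against 43.3 CPM (adjusted p = 0.640), Srebf2 at 62.9 ± 9.35 against 91.1 CPM, and Hmgcr at 45.9 ± 8.58 against 73.7 CPM. The list tests below compare KPCS with this 1 library, whose own spread is unknown, and so describe the library more than the genotype. Adjusted over the list alone, 12 of 14 gastric-type genes were lower than in it (camera adjusted p = 8.5e-30, adjusted p = 0.812 with an estimated correlation), as were 9 of 20 acinar, 6 of 13 ductal and 4 of 15 epithelial identity genes (camera adjusted p = 1.9e-09, 8.8e-05 and 1.6e-08, each 0.812 as adjusted p with an estimated correlation). These are genes of other cell types. Fibroblast-like nuclei of KPC 7 weeks replicate 2 held 7621 CPM (plain) of Tff1, a gastric trefoil factor, which is 71.6% of the level in the epithelial-like nuclei of that library. The EMT list, which holds matrix and mesenchymal genes, had a camera adjusted p of 0.0188 and a median of 0.47 with 0 of 19 members passing adjusted over the list alone, and its adjusted p was 0.881 with an estimated correlation. Ribosomal protein genes were lower than in it in 75 of 76 cases adjusted over the list alone (camera adjusted p = 1.4e-120, adjusted p = 0.812 with an estimated correlation), beside the higher ribosomal share of that library. Camera called 10 of 32 lists here, 8 of them as lower. Over all genes edgeR called 0 of 19398 (2400 at an unadjusted p under 0.05) and DESeq2 421 (94 higher and 327 lower). The lone KPC library is assumed to vary like the other groups, and no fit without it or without either KPCS replicate was possible.

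Macrophage-like and endothelial-like nuclei gave the same comparison, with KPC at 7 weeks again as replicate 2 alone, so its list tests too are against 1 library of unknown spread. In macrophage-like nuclei, Acaca stood at 218 ± 29.7 against 123 CPM (log2 0.83 ± 0.32, adjusted p = 0.2998), Scap at 61.9 ± 9.01 against 39.1 CPM and Ldlr at 85.4 ± 1.08 against 63.3 CPM. In endothelial-like nuclei, Acaca stood at 175 ± 0.889 against 65.5 CPM (log2 1.42 ± 0.30, adjusted p = 0.266) and Scap at 52.9 ± 15.7 against 35.3 CPM. Gastric-type genes were lower than in that library in both classes adjusted over the list alone, 13 of 14 in macrophage-like (camera adjusted p = 2.2e-25, adjusted p = 0.809 with an estimated correlation) and 12 of 14 in endothelial-like nuclei (6.8e-24, adjusted p = 0.849 with an estimated correlation). In plain CPM, Tff1 stood at 7963 in the macrophage-like and 7412 in the endothelial-like nuclei of KPC 7 weeks replicate 2, which is 74.8% and 69.6% of its epithelial-like level, and Gkn2 at 39.8% and 34.8%. In macrophage-like nuclei 6 of 12 immediate early and heat shock genes were lower adjusted over the list alone (camera adjusted p = 1.1e-04, adjusted p = 0.809 with an estimated correlation), 4 of 18 EMT genes were higher (2.3e-04, adjusted p = 0.809 with an estimated correlation) and 1 of 10 B cell genes was higher (1.3e-04, adjusted p = 0.809 with an estimated correlation). Fibroblast markers stood at 19.0% and 32.5% of their fibroblast-like level in the macrophage-like nuclei of KPCS replicates 1 and 2, against 15.5% in KPC 7 weeks replicate 2. The median of 26 G2/M genes was 0.62 with 0 members passing adjusted over the list alone (camera adjusted p = 0.0142, adjusted p = 0.809 with an estimated correlation). In endothelial-like nuclei 4 of 14 macrophage genes were higher and 1 lower adjusted over the list alone (camera adjusted p = 0.00543, adjusted p = 0.881 with an estimated correlation). Macrophage markers stood at 41.8% and 21.0% of their macrophage-like level in the endothelial-like nuclei of KPCS replicates 1 and 2, against 14.7% in KPC 7 weeks replicate 2. Ribosomal protein genes were lower in 75 of 76 cases in each class adjusted over the list alone (3.2e-113 and 9.1e-133, adjusted p = 0.769 and 0.849 with an estimated correlation). Camera called 13 of 32 lists in macrophage-like (8 as lower) and 12 in endothelial-like nuclei (9 as lower). Over all genes edgeR called 0 of 18891 genes in macrophage-like nuclei (3152 at an unadjusted p under 0.05, 442 in DESeq2) and 0 of 18032 in endothelial-like nuclei (2561 and 349), the lone KPC library being assumed to vary like the other groups. RLE scaling moved the median of all genes in endothelial-like nuclei from 0.07 to -0.09 on the log2 scale.

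**Figure D4:**
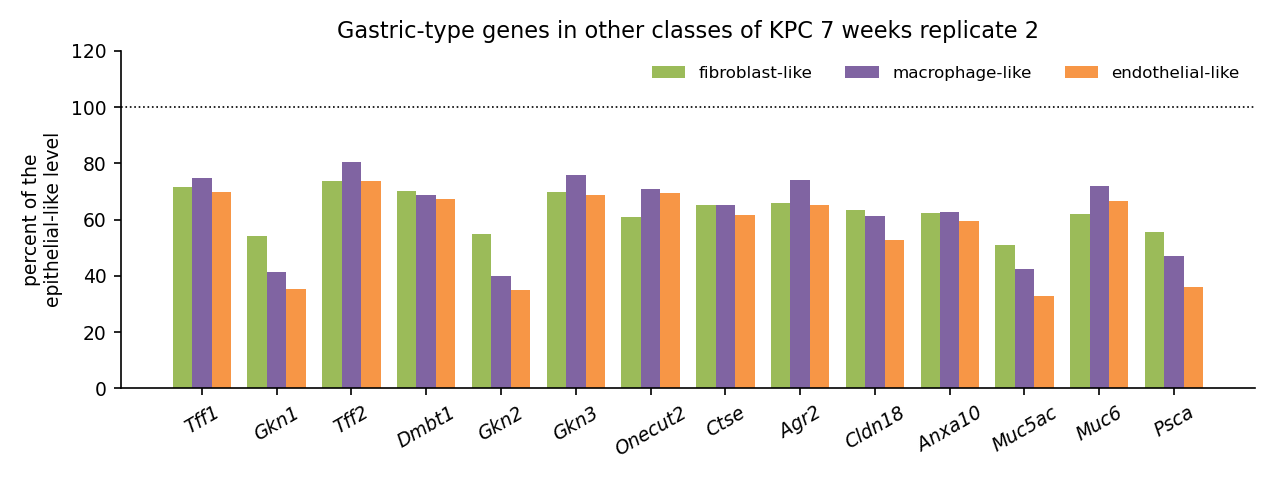
Bars show the level of each gastric-type gene in 3 other classes of KPC 7 weeks replicate 2 as a percent of its level in the epithelial-like nuclei of that library (y axis), with a dotted line at 100%. Tff1 is at 71.6% in fibroblast-like, 74.8% in macrophage-like and 69.6% in endothelial-like nuclei.

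Over all nuclei, KPCS at 4 weeks and KPC at 7 weeks were compared as whole tissue, where composition and cell state are not separated. The acinar programme was lower in KPCS. Ptf1a, the master transcription factor of acinar cells, fell by 6.33 ± 1.23 on the log2 scale (adjusted p = 7.2e-04), Pnlip, pancreatic lipase, by 7.81 ± 1.58 (adjusted p = 0.00190), and Rnase1, pancreatic ribonuclease, by 7.44 ± 1.55 (adjusted p = 0.00239). Of 20 acinar genes 3 fell over all genes and 18 adjusted over the list alone (camera adjusted p = 5.5e-09, adjusted p = 0.873 with an estimated correlation). KPC 7 weeks replicate 1 carried these levels, with 9 Ptf1a UMIs (70.1 CPM) and 22 Pnlip UMIs (171 CPM), against 0.692 and 0.138 CPM in replicate 2. Pnlip stood at 0.532 and 0.154 CPM in the KPCS libraries, above KPC 7 weeks replicate 2. Without KPC 7 weeks replicate 1 its change turned to 1.18, so the fall of Pnlip rests on that library. Gastric-type genes were lower as well, with Gkn2 at -8.62 ± 1.51 (adjusted p = 8.4e-05) and Muc5ac at -5.75 ± 1.09 (adjusted p = 4.3e-04). Of 14 such genes 6 fell over all genes and 9 adjusted over the list alone (camera adjusted p = 2.9e-06, adjusted p = 0.873 with an estimated correlation), and here KPC 7 weeks replicate 2 carried the level, with 1996 CPM of Gkn2 against 2 UMIs in replicate 1. Chil3 rose by 4.96 ± 1.22 (adjusted p = 0.0206), at 375 CPM in KPCS replicate 1 and 14.1 CPM in replicate 2. EMT genes had a median of 0.52 (camera adjusted p = 8.2e-04) with 0 of 19 passing adjusted over the list alone, and an adjusted p of 0.873 with an estimated correlation. Acaca stood at 229 ± 19.8 against 75.5 ± 51.7 CPM (log2 1.52 ± 1.04, adjusted p = 0.883) and Scap at 66.9 ± 4.80 against 76.6 ± 34.8 CPM. Camera called 9 of 32 lists, 7 of them as lower. In edgeR 78 of 20713 genes passed (8 higher and 70 lower in KPCS) and in DESeq2 2. With sex as a covariate 0 passed in edgeR (816 at an unadjusted p under 0.05), and 0 in a fit of the 2 compared groups alone (1200). Without KPC 7 weeks replicate 1 the count was 1091 and without replicate 2 it was 349, against 5 without KPCS replicate 1, 0 without KPCS replicate 2 (681 at an unadjusted p under 0.05), 0 without KPC 4 weeks replicate 1 (1245) and 0 without KPC 4 weeks replicate 2 (1232), where lone samples are assumed to vary like the other groups.

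KPCS and KPC at 4 weeks share an age, and over all nuclei they were compared as whole tissue. Composition and cell state are not separated here either. Acinar-like nuclei were 23.9% of KPC 4 weeks replicate 2, against 2.87% and 1.51% of the KPCS libraries. With pooled clusters they were 21261 of the 23212 nuclei of KPC 4 weeks replicate 2. The paper left its 4-week KPC data out of later steps, as that pancreas was mainly acinar and held no transformed population. Acinar genes were far lower in KPCS. Pnlip fell by 12.27 ± 1.83 on the log2 scale (adjusted p = 1.5e-07, 0.343 ± 0.267 against 1569 ± 2219 CPM), Cela2a, a pancreatic elastase, stood at -9.78 ± 1.88 (adjusted p = 8.2e-05), Try4, a trypsinogen, at -7.69 ± 1.29 (adjusted p = 2.4e-06, 1 UMI in KPC 4 weeks replicate 1) and Ptf1a at -7.10 ± 1.19 (adjusted p = 2.7e-06). Of 20 acinar genes 17 fell over all genes and 19 adjusted over the list alone (camera adjusted p = 1.4e-23, adjusted p = 0.708 with an estimated correlation). Cela2a reached 11250 CPM in KPC 4 weeks replicate 2 and 1259 CPM (16 UMIs) in replicate 1, and Pnlip and Ptf1a were at 0 UMIs in replicate 1. Of 16 fatty acid oxidation genes and 17 fatty acid synthesis genes 1 each fell, over all genes and adjusted over the list alone (camera adjusted p = 0.321 and 0.944). The first was Ppara, a nuclear receptor for fatty acid oxidation, at -4.28 ± 1.16 (adjusted p = 0.0184, 17.9 ± 3.103 against 326 ± 127 CPM, with 3 UMIs in KPC 4 weeks replicate 1), and the other was Acacb, the acetyl-CoA carboxylase at mitochondria, at -4.17 ± 1.10 (adjusted p = 0.0136, 6.62 ± 0.180 against 106 ± 38.8 CPM, with 1 UMI in that library). The insulin genes Ins1 and Ins2, at 0 UMIs in KPC 4 weeks replicate 1, fell by 4.03 ± 1.09 (adjusted p = 0.0182) and 3.94 ± 1.10 (adjusted p = 0.0234), and of 10 endocrine genes 2 fell over all genes and 3 adjusted over the list alone (camera adjusted p = 1.1e-04, adjusted p = 0.708 with an estimated correlation). Vegfc, a growth factor for lymphatic vessels, rose by 6.34 ± 1.63 (adjusted p = 0.0108, 122 ± 34.6 against 0.762 ± 1.08 CPM) and Arg1, an arginase of myeloid cells, by 4.81 ± 1.44 (adjusted p = 0.0412, 178 CPM in KPCS replicate 1 and 17.9 in replicate 2). Chil3 was higher as well, at 375 CPM in KPCS replicate 1 and 14.1 CPM in replicate 2, against 2 UMIs in KPC at 4 weeks. The ratio of its summed counts, 289 (95% counting interval 80.0 to 2386), rests on replicate 1, which holds 19766 of these UMIs against 2289 in replicate 2, and the interval does not cover the gap between them. Slc24a5, an ion exchanger gene, was at least 58.8-fold higher against 3 counts over the group. Vegfc and Slc24a5 also passed in the comparison of age within KPC, where both groups keep Scap. Both comparisons share the KPC 4 weeks libraries, so the second call is not independent of the first. Within KPC the Vegfc change ranged from -9.09 to 14.84 with 1 library left out in turn. The difference of these genes from KPC at 4 weeks is therefore not shown to be particular to KPCS. Collagen matrix genes had a median of 1.90 (15 members, camera adjusted p = 1.2e-04) and sterol genes one of 1.51 (22 members, adjusted p = 0.0105), each with 0 members passing adjusted over the list alone and an adjusted p of 0.708 with an estimated correlation. Of 14 myofibroblastic genes 0 passed over all genes and 5 rose adjusted over the list alone (camera adjusted p = 0.0153, adjusted p = 0.708 with an estimated correlation). Medians here are relative to a median of all genes of 0.39, or 0.67 with RLE scaling. Camera called 16 of 32 lists, 9 of them as lower. Scap stood at 66.9 ± 4.80 against 16.4 ± 23.2 CPM (adjusted p = 0.622). In edgeR 473 genes passed (104 higher and 369 lower in KPCS) and in DESeq2 87. The count was 0 without KPC 4 weeks replicate 1 (3125 at an unadjusted p under 0.05), 1 without KPC 4 weeks replicate 2, 2 without KPCS replicate 1, 0 without KPCS replicate 2 (1117), 2700 without KPC 7 weeks replicate 1 and 2909 without KPC 7 weeks replicate 2, where lone samples are assumed to vary like the other groups.

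Age within KPC was compared over all nuclei as whole tissue, 7 against 4 weeks, and composition and cell state are again not separated. Gastric-type genes were higher at 7 weeks. Gkn1, a gastric mucosal protein, rose by 9.22 ± 1.995 on the log2 scale (adjusted p = 0.00316) and Tff1 by 8.61 ± 1.97 (adjusted p = 0.00550, 5384 ± 7592 against 7.37 ± 10.4 CPM), and Gkn2 was 5065-fold higher (95% counting interval 1402 to 41820, 2 UMIs at 4 weeks). Of 14 such genes 7 rose over all genes and 12 adjusted over the list alone (camera adjusted p = 7.8e-05, adjusted p = 0.737 with an estimated correlation). KPC 7 weeks replicate 2 held the level, with 5611 CPM of Gkn1 against 0 UMIs in replicate 1. Ductal and epithelial genes rose in part. Spp1, osteopontin, rose by 5.66 ± 1.60 (adjusted p = 0.0312), Tspan8, a tetraspanin, by 5.69 ± 1.55 (adjusted p = 0.0228) and Cldn7, a tight junction protein, by 6.04 ± 1.58 (adjusted p = 0.0167). Here too replicate 2 stood highest, with 4916 CPM of Spp1 against 187 CPM (24 UMIs) in replicate 1. Of 13 ductal genes 2 rose over all genes and 2 adjusted over the list alone, and of 15 epithelial identity genes 1 and 5 (camera adjusted p = 0.0217 and 0.0124, adjusted p = 0.737 with an estimated correlation for both). Of 20 acinar genes 0 fell over all genes and 5 adjusted over the list alone (camera adjusted p = 2.7e-11, adjusted p = 0.737 with an estimated correlation). Ribosomal protein genes had a median of 2.31 with 0 of 77 passing adjusted over the list alone (camera adjusted p = 1.5e-18, adjusted p = 0.737 with an estimated correlation). Of 95 oxidative phosphorylation genes 1 rose over all genes, Cox6c (4.86 ± 1.44, adjusted p = 0.0421), and 9 adjusted over the list alone (camera adjusted p = 6.8e-09, adjusted p = 0.737 with an estimated correlation). Genes that fell included Gck, glucokinase, at -4.93 ± 1.34 (adjusted p = 0.0232). Gck stood at 353 CPM in KPC 4 weeks replicate 2, with 1 UMI in replicate 1. KPCS, also at 4 weeks, stood at 3.95 ± 1.57 CPM, so a low Gck level is not particular to 7 weeks. Plin1, a lipid droplet protein named as a member of the adipocyte list, stood at -5.78 ± 1.65 (adjusted p = 0.0321). The Plin1 level at 4 weeks was that of replicate 2 alone (52 UMIs, 13.2 CPM), with 0 UMIs in replicate 1, and without replicate 2 the change turned to 6.80. Medians here are relative to a median of all genes of 0.40, or 0.75 with RLE scaling. Camera called 13 of 32 lists, 4 of them as lower. In edgeR 413 genes passed (335 higher and 78 lower at 7 weeks) and in DESeq2 54. No gene passed without KPC 4 weeks replicate 1 (3246 at an unadjusted p under 0.05), KPC 4 weeks replicate 2 (560), KPCS replicate 1 (1694) or KPCS replicate 2 (1700), and 12 passed without KPC 7 weeks replicate 2 and 3455 without KPC 7 weeks replicate 1, where lone samples are assumed to vary like the other groups.

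In acinar-like nuclei, KPC at 7 weeks was compared with KPC at 4 weeks (5551 nuclei of replicate 2 alone), so the tests are against 1 library of unknown spread, assumed to vary like the other groups. Acinar enzyme genes had a median of -2.14, with 0 of 20 passing over all genes and 7 lower adjusted over the list alone (camera adjusted p = 4.1e-08, adjusted p = 0.806 with an estimated correlation). Gastric-type genes had a median of 5.01 with 0 of 14 passing adjusted over the list alone (camera adjusted p = 1.1e-04, adjusted p = 0.806 with an estimated correlation), and the acinar-like nuclei of KPC 7 weeks replicate 2 held 76.8% of the epithelial-like level of epithelial markers. Acaca stood at 60.3 ± 35.2 against 176 CPM (log2 -1.43 ± 0.75), Fasn at 24.8 ± 14.98 against 48.9 CPM and Scap at 59.7 ± 32.5 against 30.8 CPM. Srebf2 stood at 83.0 ± 17.1 against 46.8 CPM and Ldlr at 47.4 ± 0.179 against 32.9 CPM. KPC 7 weeks replicate 1 held 3 Acaca, 3 Fasn, 7 Scap, 6 Srebf2 and 4 Ldlr UMIs. These SDs, that of Ldlr included, therefore say little about how the replicates vary. Camera called 8 of 32 lists, 2 of them as lower. Over all genes edgeR called 0 of 14911 (1985 at an unadjusted p under 0.05) and DESeq2 34. Without KPC 7 weeks replicate 1, which gave 78 of these nuclei, edgeR called 2415 genes (1199 higher and 1216 lower at 7 weeks), with both KPC arms then at 1 library and assumed to vary like KPCS. RLE scaling moved the median of all genes from 0.14 to 0.29.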

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

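No paired analysis was possible because the labels pair no library of one group with one of another. Under the settings other than leaving out 1 library in turn, gene counts reported above 0 stayed within 1.5 times in 18 cases, were larger in 1 and smaller in 24. Counts reported as 0, which show no stability, stayed at 0 in 39 cases and rose in 6. Some of these settings drop libraries as well, such as leaving out those under 1000 nuclei. With 1 library left out in turn, counts above 0 stayed within 1.5 times in 1 case, were larger in 5 and smaller in 17, and those of 0 stayed in 6 and rose in 1. Named genes that were called kept the call and direction in 464 cases under the first group of settings, lost the call in 439 and turned in 4. With 1 library left out in turn they kept it in 119, lost it in 375 and turned in 33. Named genes that were not called gained a call in 122 and 99 cases and did not in 4324 and 1318. Shares did not turn direction in 205 cases and turned in 14, and with 1 library left out in turn in 125 and 10. A difference that fell to 0 counts as not turned. Without KPCS replicate 2 this was so for T-cell- and B-cell-like nuclei of KPCS against KPC at 7 weeks. Pooled clusters named no fibroblast-, macrophage- or endothelial-like nuclei in any library. Those differences then fell to 0 too, and such cases show no stability. Depth limits what the 168-nucleus library of KPC at 7 weeks and the 6-nucleus library of KPC at 4 weeks can show. Where a library left out leaves an arm with 1 sample, that sample is assumed to vary like the other groups. Unless a reason is given, the cause was not tested.

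DESeq2 called 9 genes in epithelial-like nuclei, 421 in fibroblast-like, 442 in macrophage-like, 349 in endothelial-like and 34 in acinar-like nuclei. Over all nuclei it called 2 for KPCS against KPC at 7 weeks, 87 against KPC at 4 weeks and 54 for age within KPC. Thinning to equal depth, which leaves few genes to test, gave 0 genes in epithelial-like nuclei (104 at an unadjusted p under 0.05 in edgeR) and in each of the 3 comparisons of all nuclei (1, 5 and 5), and 172 in endothelial-like nuclei. With more than 500 genes per nucleus, KPC 7 weeks replicate 1 kept 17 epithelial-like nuclei, too few to enter, and the count in epithelial-like nuclei was 0 (2738), with KPC at 7 weeks as 1 library. Over all nuclei this setting leaves 131 nuclei of KPC 4 weeks replicate 2, and the count was 58 for KPCS against KPC at 4 weeks and 2 for age within KPC. A fit of the compared groups alone gave 0 for KPCS against KPC at 7 weeks (1200), 2474 against KPC at 4 weeks and 0 for age within KPC (671). With sex as a covariate the counts were 0 in epithelial-like nuclei (510), 0, 10 and 30 in the same 3 comparisons of all nuclei (816 for the 0). In epithelial-like nuclei the count was 0 without a filter on low counts (2478), 0 with at least 50 nuclei per library, which leaves out KPC 7 weeks replicate 1 (2836), and 33 with clusters of all libraries pooled. The pooled epithelial-like class held 147 and 131 nuclei of the KPCS libraries and 35862 of KPC 7 weeks replicate 2, and the 3 of replicate 1 did not enter, so this count compares another set of nuclei. Leaving out the libraries with under 1000 nuclei, a choice made after the data were seen, gave 0 in epithelial-like nuclei (2836), 2415 in acinar-like nuclei and 0 (2525), 9 and 0 (5539) over all nuclei. Of the list tests, 0 were called with an estimated correlation and 0 by fry in each of the 8 comparisons.

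Without the libraries under 1000 nuclei, Cyp2d34 turned to -0.32 for age within KPC, and Pdia2 and Pnlip turned to 1.02 and 1.16 for KPCS against KPC at 7 weeks. Pax5 in epithelial-like nuclei turned to -1.41 with sex as a covariate.

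Shares turned direction as follows, in points. Pooled clusters gave 0.143 for B-cell-like nuclei of KPC at 7 against 4 weeks, 5.20 for those of KPCS against KPC at 4 weeks, and -58.1 for acinar-like nuclei of KPC at 7 against 4 weeks. Resolution 2 gave -4.55 for the same acinar-like difference, 1.43 for epithelial-like nuclei of KPCS against KPC at 7 weeks and 0.136 for macrophage-like nuclei of KPC at 7 against 4 weeks. With more than 500 genes per nucleus, epithelial-like nuclei differed by -4.88 for KPC at 7 against 4 weeks and -13.3 for KPCS against KPC at 4 weeks, fibroblast-like nuclei by -0.702 for the latter, and macrophage-like nuclei by 3.19 for the former. Without the libraries under 1000 nuclei, acinar-like nuclei differed by -21.2 and macrophage-like nuclei by 7.52 for KPC at 7 against 4 weeks, and endothelial- and macrophage-like nuclei by -0.463 and -3.93 for KPCS against KPC at 7 weeks.

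With 1 library left out in turn, gene counts ranged from 0 to 171 in epithelial-like nuclei, 0 to 2415 in acinar-like nuclei, 0 to 1091 for all nuclei of KPCS and KPC at 7 weeks, 0 to 2909 for KPCS and KPC at 4 weeks and 0 to 3455 for age within KPC. The zeros came with 239 to 2836 genes at an unadjusted p under 0.05 in epithelial-like nuclei, and the others are given with each comparison. Called lists ranged from 2 to 11 in epithelial-like nuclei, 5 to 13 in acinar-like nuclei, 7 to 17 for KPCS and KPC at 4 weeks and 3 to 14 for age within KPC. Shares ranged, in points, from -21.2 to 22.5 for acinar-like, -1.42 to 7.69 for endothelial-like and -12.6 to 7.52 for macrophage-like nuclei of KPC at 7 against 4 weeks. For KPCS against KPC at 7 weeks they ranged from -44.2 to -0.508 (acinar-like), 6.76 to 16.1 (fibroblast-like), -0.463 to 8.64 (endothelial-like), -19.99 to 4.44 (epithelial-like) and -3.93 to 16.2 (macrophage-like). For KPCS against KPC at 4 weeks the range was -5.81 to 12.99 for macrophage-like nuclei, and among immune nuclei -14.9 to 49.5 for macrophage-like and -19.5 to 2.33 for B-cell-like nuclei.

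Log2 changes that turned when 1 library was left out are given as lowest and highest values. A lone small library with 0 counts of a gene is then 1 arm, and such a fitted value depends on the count added by the fit. In epithelial-like nuclei the ranges were -11.27 to 10.37 for Gkn1, -12.24 to 7.92 for Gkn2, -8.0015 to 7.41 for Muc5ac, -10.32 to 1.36 for Tff1, -8.53 to 10.39 for Clca1, -3.67 to 9.18 for Saa3, -3.83 to 7.44 for Sdf2l1, -1.40 to 10.52 for Pax5, -4.92 to 10.04 for Rpl29, -3.54 to 9.91 for Rps27l, -4.61 to 8.41 for Ndufa1 and -3.61 to 9.98 for Atp5e. For all nuclei of KPCS and KPC at 7 weeks they were -11.09 to 11.59 for Gkn1, -8.73 to 8.63 for Muc5ac, -10.26 to 1.78 for Tff1, -8.01 to 0.93 for Pdia2 and -9.12 to 1.18 for Pnlip. For KPCS and KPC at 4 weeks they were -3.79 to 12.18 for Asns, -5.48 to 9.63 for Cidec, -4.39 to 12.74 for Ifi27, -4.33 to 11.99 for Ins1, -4.25 to 12.32 for Ins2, -6.57 to 8.66 for Plin1, -13.40 to 7.37 for Pnlip, -8.24 to 10.46 for Pnliprp2 and -7.31 to 7.30 for Ptf1a. For age within KPC they were -0.24 to 14.56 for Cyp2d34, -10.75 to 20.40 for Gkn1, -6.52 to 15.95 for Insyn2a, -9.50 to 14.93 for Muc5ac, -12.18 to 6.80 for Plin1, -8.51 to 14.96 for Saa3 and -9.09 to 14.84 for Vegfc.

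No value could be had for fibroblast-, macrophage- and endothelial-like genes with sex as a covariate, with pooled clusters or without either KPCS replicate or KPC 7 weeks replicate 2, nor for acinar-like genes with more than 500 genes per nucleus or without KPC 4 weeks replicate 2.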

Other observations

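Several smaller classes complete the account of the tissue. Endocrine-like nuclei, marked by islet hormones, were 1.09% and 1.36% of the KPCS libraries, 0.603% of KPC 7 weeks replicate 2 (no named cluster in replicate 1, counted as 0) and 6.91% of KPC 4 weeks replicate 2. KPCS differed by 0.923 points from KPC at 7 weeks (exact permutation p = 0.333) and by -5.69 from KPC at 4 weeks (exact p = 0.333). Tuft-like nuclei, chemosensory cells found in early pancreatic lesions, were 0.644% and 0.773% in KPCS, 1.46% in KPC 7 weeks replicate 2 and formed no named cluster in KPC 4 weeks replicate 2. Mesothelial-like nuclei, which line the organ surface, were 0.566% and 1.90% in KPCS, 1.39% in KPC 7 weeks replicate 2 and 1.87% in KPC 4 weeks replicate 2. Smooth muscle or pericyte-like nuclei (3.57%) and adipocyte-like nuclei (0.373%) formed named clusters in KPCS replicate 2 alone among the 5 clustered libraries, and a further 2.24% of KPCS replicate 1 scored as smooth muscle or pericyte in a cluster left unnamed. A cluster of 2189 nuclei in KPC 7 weeks replicate 2 (3.98%) that scored best as fibroblast was left unnamed too and shares leading genes with that of KPCS replicate 1, so the class is not shown to be particular to KPCS. No value of these classes passed a test.

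Tests on 3 patterns follow, and those on gastric-type RNA across classes and its ratios, on acinar RNA in failed barcodes and on enterocyte genes were chosen after the result was seen.

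Gastric-type genes were lower in the fibroblast-, macrophage- and endothelial-like nuclei of KPCS than of KPC 7 weeks replicate 2. Doublets with epithelial nuclei are argued against as the whole source, since 100% of 11067 macrophage-like nuclei held a Tff1 UMI, with 44.0% of doublets expected at this number of nuclei. Free RNA in that library may account for part of the pattern. The median gastric-type gene stood at 62.7%, 67.1% and 63.4% of its epithelial-like level in these 3 classes, a largest gap of 4.32 points. These medians do not measure how much of the RNA is free, and a mix with the doublets kept could give them too. The 14 genes did not keep 1 ratio to each other over the 3 classes (chi-square over degrees of freedom 181, range 0.532 to 1.61 for 1 ratio). That range covers counting error only, and at such high counts a small unevenness also exceeds it. The gaps between genes were large, with Gkn2 at 54.7%, 39.8% and 34.8% and Tff1 at 71.6%, 74.8% and 69.6%. They argue against a single pool of free RNA as the only source, and the doublets kept may be another. A second source of gastric-type RNA and a difference by genotype or age stay open as untested.

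Acinar-like nuclei were 46.4% of KPC 7 weeks replicate 1 and 2.70% of replicate 2. A chance choice of the few barcodes that passed the filter stays open. Acinar marker RNA stood at 9678 CPM (95% interval 9255 to 10115) in the failed barcodes of replicate 1. It stood at 3326 CPM in the failed barcodes and 2042 CPM in the nuclei of replicate 2. These sets are unlike, so the test cannot decide. All 583 failed barcodes of replicate 1 exceeded the mitochondrial limit, whereas 179 of 191 in replicate 2 exceeded the UMI limit. Free acinar RNA alone stays open: the dispersion of acinar UMIs over the 168 nuclei was 5.29, against 0.798 to 1.24 simulated for 1 common share, but free RNA that makes up a varying part of each nucleus would exceed that range as well, and the epithelial-like nuclei held 47.9% of the acinar-like level. A tissue piece with more residual acinar cells and a difference between the tumors could account for the gap, and both stay open as untested. The share of 46.4% may still be shifted by the loss of other nuclei, as 74.2% of all counts of this library were mitochondrial.

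Enterocyte genes were higher in the epithelial-like nuclei of KPCS. An enterocyte programme shared by the KPCS libraries is argued against, as 7 of 17 enterocyte genes in replicate 1 and 17 in replicate 2 lay above both KPC 7 weeks libraries. Intestinal tissue in the library of KPCS replicate 2 is a candidate source, since 1 cluster of 1886 nuclei (17.7% of its epithelial-like nuclei) held 83.6% of the enterocyte UMIs and all 17 genes were highest there. Without that cluster Sis stood at 35.0 plain CPM, against 226 with it, and Mgam at 33.8 against 268. A change of tumor cells toward an intestinal state in this 1 tumor stays open as untested, and may show the same values.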
